A study of Danio rerio with 2 samples. Its data were reported in "Biliary-Atresia-Associated Mannosidase-1-Alpha-2 Gene Regulates Biliary and Ciliary Morphogenesis and Laterality" (2020).

How the data were processed

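Livers were taken from zebrafish larvae at 5 days post fertilization, and their RNA was pooled from 3 batches of larvae into 1 control library and 1 man1a2 morphant library. The morphants had been injected with a morpholino (a synthetic antisense oligonucleotide that blocks translation or splicing of its target) against man1a2, and the controls were not injected. The labels give 100 livers without saying whether that is the number per batch or in all. They also do not say which morpholino, or what dose, went into the sequenced pool. Per the labels, RNA carrying a poly-A tail was selected and strand-specific libraries were made with dUTP in the second strand. The labels also call the protocol total RNA sequencing. The study's supplement uses that phrase too, but it names an mRNA library kit with poly-A selection for these pools.

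The authors deposited a table of raw counts for each library, in which every value is the whole number of reads assigned to a gene, without normalization. The aligner, the counting program, the genome build and the annotation were not stated, nor was the handling of reads that match several genes. Both tables list the same 31953 gene IDs in Ensembl format, and each library is identified by the sample it was deposited under. No column of per-sample values was left unused. Symbols came from a separate name table, which paired 26121 of the IDs (81.7%) with a symbol. That table uses the upper-case symbol of the human gene for many zebrafish genes, so paralogs can share 1 symbol, as the 2 IDs under GLI2 and the 2 under MAN1B1 do. Biotypes came from RefSeq's table of assembly GRCz12tu, which was used for biotypes and synonyms alone. No reference genome was used here, and no coordinates are given.

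Counts were read into R 4.3.3. The main scaling was the median-of-ratios size factor of DESeq2 1.42.0, and alternatives were the TMM and upper-quartile factors of edgeR 4.0.16 and total counts. A log2 ratio is the morphant over the control normalized count, each with a pseudocount of 0.5 added. With 1 library per group, neither edgeR's quasi-likelihood test nor DESeq2's test can be fitted, and no difference has a replicate check. Each gene with at least 10 reads over both libraries was therefore given an exact binomial test, 2-sided, of its reads in the morphant library against the share set by the size factors. A gene was past this read test with a Benjamini-Hochberg adjusted p under 0.05 and a fold of 1.2 or more, the adjusted p and fold thresholds that the study used. The test and the 95% Clopper-Pearson intervals of the log2 ratio cover counting error only. They compare the 2 libraries and not the conditions, and PCR copies are not independent molecules. The intervals carry no pseudocount. A fold against a library with 3 counts or fewer is a lower bound computed against 3 counts and takes no account of counting error. For aep1, whose control count equals that floor, the interval of the log2 ratio is given in its place, a choice made after its values were seen. The floor is 0.153 CPM (counts scaled to the library total) in the control library and 0.152 CPM in the morphant library.

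The study's own program, DESeq, handles a design without replicates by treating all libraries as 1 group. That procedure was approximated with edgeR's exact test, taking for each gene the fitted dispersion that DESeq2 gives when both libraries are treated as 1 group. This blind dispersion counts any true difference between the libraries as noise. Its median was 0.0771, a coefficient of variation of 0.278. A further set of alternatives used edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4. Other alternatives were filters of at least 1 and at least 100 reads, no minimum fold and a minimum fold of 2, thinning both libraries to the same total, and DESeq2's final dispersion per gene.

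Gene lists were written from general knowledge before the data were examined, as were the groups, the tests and most of the alternatives. The 34 lists held 1330 symbols, of which 1221 matched an ID. A listed symbol was matched exactly without regard to case, then without its paralog suffix, then through a unique RefSeq synonym. This matching rule was set after the name table was seen and before any ratio was computed. For each list, the median log2 ratio of members with a mean normalized count of at least 10 was placed as a percentile among 10000 random lists of the same size, matched on mean expression. The percentile describes these libraries and is not a p-value, since genes of a list vary together. Percentiles could be given for 31 lists, as the others had fewer than 3 such members. The erythroid (25 of 35), exocrine pancreas (33 of 42) and laterality (22 of 28) lists had under 80% of their symbols matched, so their percentiles are void as tests and are given as descriptions.

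Genes are named by a rule fixed in advance: man1a2 and the other class I alpha-mannosidases, the study's panel, the 8 genes that rose most and the 8 that fell most, and, from each other list outside the central 95%, the 3 members farthest from 0 in the direction of its median. The panel is the genes that the study measured by reverse transcription quantitative PCR in zebrafish, with the genes smad1 and hap1 that it named from sequencing. Ranking used the bound nearest 0 of the interval of the log2 ratio, among genes past the read test. Genes named outside this rule are said to be chosen after their values were seen.

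Simulated data were used to test the read test, the blind and final dispersions, the list percentile and an assumed coefficient of variation of 0.2. These data were made from the real genes' means and the real size factors. Runs with changed genes had 200 genes changed by a known fold. With read sampling as the sole noise, the read test called 53.0% of the tested genes changed 1.5-fold, 69.3% of those changed 2-fold and 86.9% of those changed 4-fold, over 15452, 15492 and 15482 genes tested. It called 0, 8 and 4 unchanged genes in these runs. With a coefficient of variation of 0.2 and no changed gene, the read test called 4644 of 15421 genes, and the blind dispersion called 0. With 200 genes changed 4-fold at that variation, the blind dispersion called 25.5% of the changed genes tested and DESeq2's final dispersion 0%, over 15441 genes. An assumed coefficient of variation of 0.2 in edgeR's exact test called 61.7% of them, and 4 unchanged genes. Of 400 unshifted lists of 20 genes, drawn from 14213 simulated genes, 4.2% lay outside the central 95%. A shift of 0.5 in log2 ratio put 98.5% above it. Alternatives that correct for GC content or gene length were not run.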

Results

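To describe the liver transcriptome after man1a2 knockdown, RNA from pooled 5-day zebrafish livers was sequenced in 1 library from uninjected controls and 1 library from man1a2 morphants. MAN1A2 is a class I alpha-mannosidase of the Golgi that trims mannose from N-linked glycans. The control library held 19658335 counts and the morphant library 19783886. At least 1 count was seen for 18924 genes in the control library and 19104 in the morphant library, and 11530 of the 31953 listed genes were at 0 in both. The most abundant gene in both was apoa1b (ENSDARG00000101324), with 8.55% of control counts (95% Clopper-Pearson interval 8.53% to 8.56%) and 8.39% of morphant counts (8.38% to 8.40%). The 20 most abundant genes of each library took 30.5% of control and 27.6% of morphant counts. There were no replicates, so no difference given here could be set against the spread between samples of a group, and all intervals cover counting error only.

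Counts for man1a2 itself were compared first, as a check on the labels. MAN1A2 (ENSDARG00000041728) had 193 reads in controls and 195 in morphants, a log2 ratio of -0.09 (95% interval -0.39 to 0.20, adjusted p = 0.728 by the exact binomial test). No difference was detectable at this depth. With total counts as the scaling, the alternative that moved it most, the log2 ratio was 0.0057. A morpholino acts on translation or splicing, so the read count of its target is not a measure of knockdown, and the counts neither identify nor contradict the label of either library.

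The other class I alpha-mannosidases were examined as the closest relatives of the target. All 8 IDs of the family, man1a2 included, had log2 ratios below 0, with a median of -0.28 at percentile 1.38 of matched random lists. Under total counts, MAN1A2 and EDEM2 moved above 0 and the median was -0.18. Of the family, MAN1C1 (ENSDARG00000067912) differed most, from 557 to 319 reads (log2 ratio -0.91, interval -1.11 to -0.71, exact binomial adjusted p = 1.23e-18). MAN1A1 fell from 2302 to 1809 reads (-0.46, interval -0.55 to -0.37, exact binomial adjusted p = 1.9e-22). EDEM1 was also past the read test at -0.29, but its fold was below 1.2 under total counts, where its log2 ratio was -0.19. EDEM2, EDEM3 and the 2 IDs under MAN1B1, with log2 ratios from -0.41 to -0.04, were not past the test. With an assumed coefficient of variation of 0.2 in edgeR's exact test, MAN1C1 (adjusted p = 0.602), MAN1A1 and EDEM1 were not past the threshold either, nor were they under the blind dispersion.

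Expression was next compared for a panel of EGFR, Hedgehog and TGF-beta pathway genes that the study measured by reverse transcription quantitative PCR in zebrafish, with smad1 and the ciliary gene hap1, which it named from sequencing. Of the panel's symbols, egfrb had no ID under the matching rule, and gli2a matched both IDs under GLI2, so 13 IDs were compared. Of these, 5 were past the read test, 3 higher and 2 lower in morphants, and adjusting over the panel alone gave 5 as well. Both hap1 and SMAD1 were in the panel because the study had named them from these sequencing data, so their calls here are no independent check. Without them, 3 of 11 IDs were past the test adjusted over all genes, and 1, ARF6, when adjusted over the 11 alone, where EGFR and SMAD7 had an exact binomial adjusted p = 0.0543. Under the main scaling, the largest difference was that of hap1 (ENSDARG00000074508), which rose from 193 to 530 reads (log2 ratio 1.35, interval 1.11 to 1.60, exact binomial adjusted p = 2.18e-30). SMAD1 (ENSDARG00000027199) fell from 336 to 143 reads (-1.34, interval -1.63 to -1.05, exact binomial adjusted p = 7.16e-21). It lay farther from 0 than hap1 under TMM factors (-1.35 against 1.33) and upper-quartile factors (-1.36 against 1.32). ARF6 (ENSDARG00000101626) rose from 419 to 630 reads (0.48, interval 0.30 to 0.66, exact binomial adjusted p = 1.16e-06). EGFR (ENSDARG00000013847) had 32 and 16 reads and SMAD7 (ENSDARG00000016858) 55 and 91, with log2 ratios of -1.08 (interval -2.07 to -0.20) and 0.61 (interval 0.12 to 1.13). Both lay near the threshold, with exact binomial adjusted p = 0.0474 for EGFR and 0.045 for SMAD7. EGFR was not past it under total counts (adjusted p = 0.0728, exact binomial test), nor was SMAD7 under TMM factors (0.0521) or upper-quartile factors (0.0582).

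The other 8 IDs of the panel were not past the read test, and most had few reads. GLI1 (ENSDARG00000101244) had 27 reads in controls and 20 in morphants, a log2 ratio of -0.53 with an interval of -1.45 to 0.35. For smad9 (ENSDARG00000021938) the counts were 34 and 55, a log2 ratio of 0.58 with an interval of -0.06 to 1.25. Neither a rise nor a fall of these genes was detectable at this depth. By PCR, the study reported lower egfra and higher gli1, smad7 and smad9 in every batch tested. The estimates for EGFR (matched to egfra, log2 ratio -1.08), SMAD7 (0.61) and smad9 (0.58) had the same directions. That of GLI1 (-0.53) was opposite, though its interval included a rise. The supplement describes the sequenced pools as made from all batches, so sequencing and PCR cannot be taken as independent samples of larvae. The intervals of tgfb1a (-0.72 to -0.03) and tgfb1b (0.01 to 1.82) excluded 0, in opposite directions, but their adjusted p was 0.0932 and 0.119 by the exact binomial test. PTCH1, arf6b and both GLI2 IDs had intervals that included 0. The read test takes no account of variation between pools. With an assumed biological coefficient of variation of 0.1 in edgeR's exact test, hap1 (adjusted p = 1.61e-06) and SMAD1 (adjusted p = 7.74e-06) stayed past the threshold. At 0.2, 0 of the 13 IDs were past it, with adjusted p = 0.106 for hap1 and 0.121 for SMAD1 in edgeR's exact test. Under the blind dispersion, 0 were past it.

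**Figure D1:**
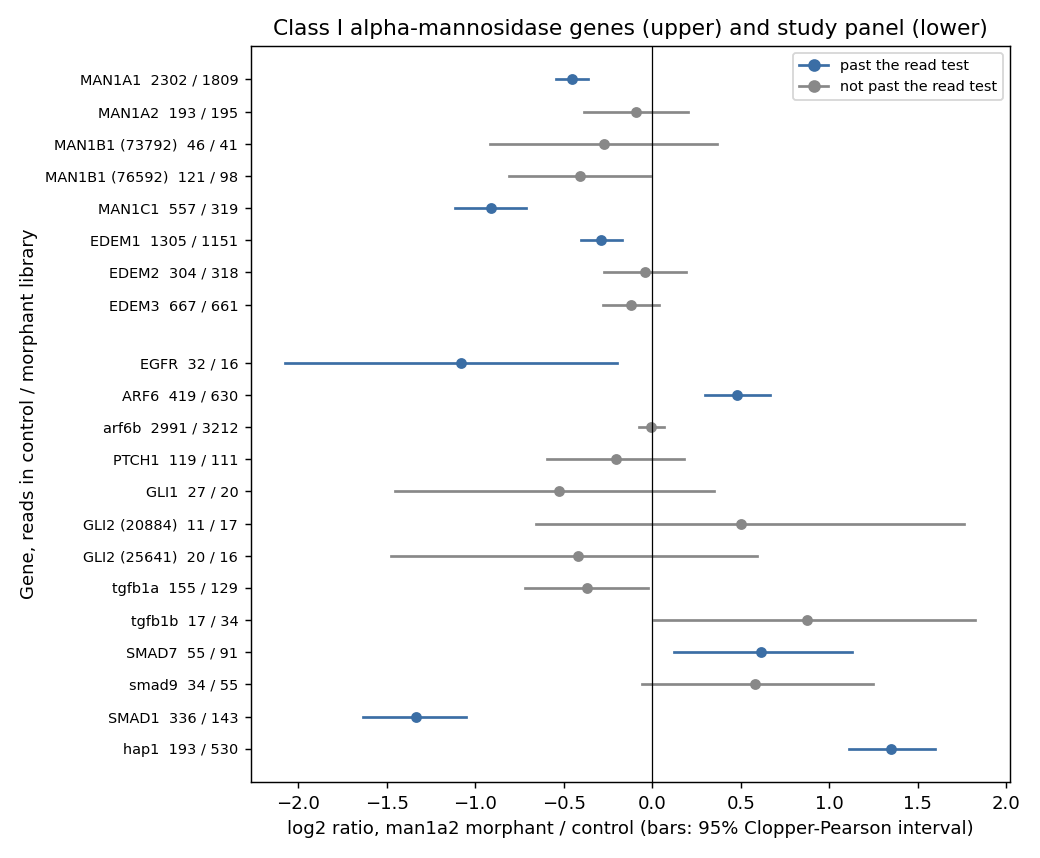
Log2 ratio of the morphant over the control library (x axis) for each class I alpha-mannosidase ID and each study panel ID (y axis, with the reads in the control and morphant library), with bars for the 95% Clopper-Pearson interval from counting error only and the last digits of the ID where a symbol has 2 IDs. MAN1A2 lies at -0.09 with an interval across 0, hap1 (1.35) and SMAD1 (-1.34) lie farthest from 0 in the panel, and MAN1A2, EDEM2 and arf6b moved above 0 under total counts.

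Across the transcriptome, the libraries were compared gene by gene. Pearson's r across the 14241 genes with a mean normalized count of at least 10 was 0.966 on the log2 scale and Spearman's rho was 0.971, over genes, which are not independent replicates. Of these genes, 92.6% differed by less than 2-fold. Among the 8557 genes with a mean of at least 100, the SD of the log2 ratio was 0.46, against 0.12 from read sampling alone. Their median absolute log2 ratio was 0.21. The libraries thus differed by more than counting error, and a pair of pools can do so without any effect of treatment.

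Of the 15732 genes tested, 3956 were past the read test, 1974 higher and 1982 lower in morphants. That number is no larger than the 4644 genes called in a simulated pair of libraries with no changed gene and a coefficient of variation of 0.2. The simulation gave every gene that same variation, which was assumed and not measured. It shows that so many calls can arise without a changed gene, and not that they did so here. With edgeR's exact test at an assumed coefficient of variation of 0.2, that simulated pair gave 0 calls and the real libraries 220. The number of genes fell to 43 with an assumed coefficient of variation of 0.4, the alternative that moved it most. Under total counts, 4542 genes were past the test and 69.2% of them were higher, against 49.9% under the main scaling, so the balance of rises and falls depends on the scaling. Under the blind dispersion, 115 genes were past the threshold, 60 higher and 55 lower. As a description without a test, 1059 genes with a mean of at least 10 differed by 2-fold or more, 470 higher and 589 lower. Under total counts the majority reversed, with 584 higher and 493 lower.

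**Figure D2:**
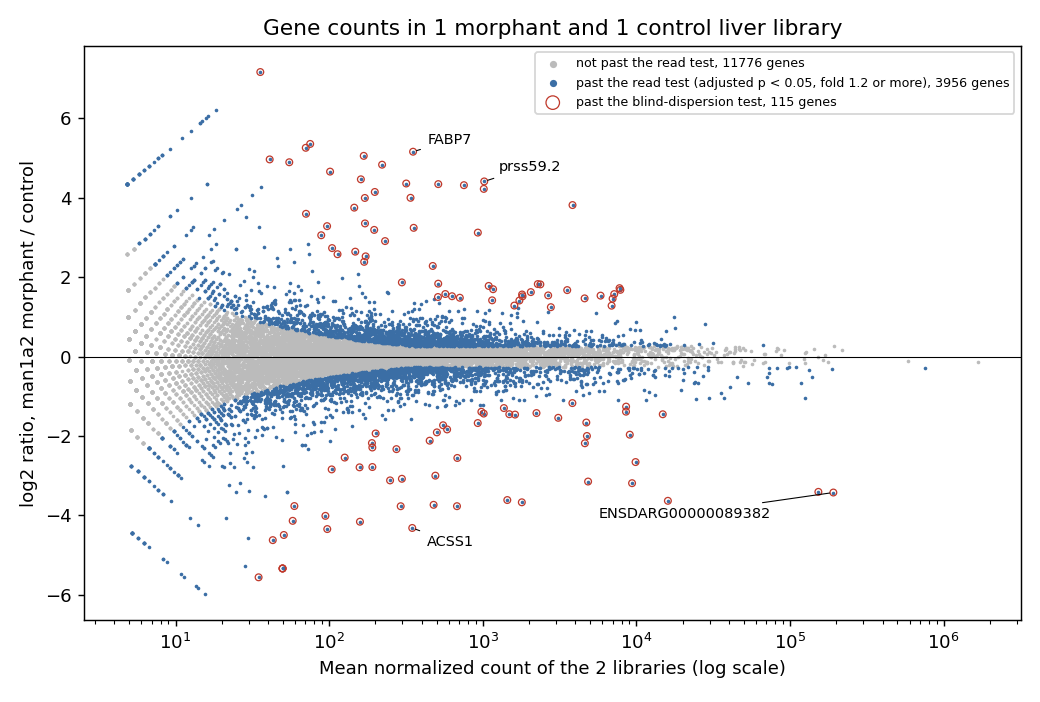
Log2 ratio of the morphant over the control library (y axis) against the mean normalized count (x axis, log scale) for the 15732 genes tested, with the 3956 genes past the read test in blue, the other genes in grey and the 115 past the blind-dispersion test ringed in red. The spread narrows with the count, and the ringed genes lie at the outer edge of the cloud.

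The genes that rose most, ranked by the bound of the interval nearest 0, included digestive enzymes and epidermal genes. FABP7 (ENSDARG00000007697, 1 of 2 IDs with this symbol) rose from 18 to 711 reads (log2 ratio 5.16, interval 4.53 to 5.96). The pancreatic protein disulfide isomerase gene pdia2 rose from 9 to 339 reads, and the keratin gene cyt1 from 14 to 444. The protease genes prss59.2, CELA1 and ctrb.1 had log2 ratios of 4.41, 4.32 and 4.22, with 88, 69 and 99 reads in the control library. The gene aep1 had 3 reads in the control library and a log2 ratio with an interval of 3.99 to 7.86. Another of the 8, ENSDARG00000098502, had no symbol in the name table and went from 0 to 74 reads, at least 22.9-fold higher. Multigene protease families can share reads, and how the authors' counting split them is not stated.

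Among the 8 genes that fell most, ACSS1 (ENSDARG00000044142) led, from 638 to 34 reads (log2 ratio -4.32, interval -4.88 to -3.84). IRAK3 (ENSDARG00000053131), with 66 control reads and 1 morphant read, was at least 23.7-fold lower. A set of 3 IDs without a symbol, ENSDARG00000098303 among them, had the same counts of 94 and 2 reads each, at least 33.8-fold lower, and cannot be told apart. The remaining ID without a symbol, ENSDARG00000102492, went from 290 to 17 reads. The abundant genes si:dkeyp-3b12.10 and si:dkeyp-3b12.8 had log2 ratios of -3.63 and -3.67. Ratios of that size were also seen for ENSDARG00000089382 (-3.42), which RefSeq lists as a ribosomal RNA gene and which was chosen after its values were seen.

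Gene lists for the pathways and structures the study addressed were compared with matched random lists. All 7 medians lay inside the central 95% of their random lists. Of these 7, the EGFR pathway list came closest to the edge of its range, with a median of -0.12 over 36 genes at percentile 4.29. The Hedgehog list (19 genes) was at percentile 66.6, and the TGF-beta and BMP list (53 genes) at 53.5. The primary cilium list (75 genes) was at percentile 62.6 and the motile axoneme list (22 genes) at 43.97. The biliary epithelium list (30 genes) was at 71.9 and the bile canaliculus list (32 genes) at 56.6. Medians of the last 6 lists lay between -0.06 and 0.07, and those of both ciliary lists changed sign under total counts, to 0.08 for the primary cilium and 0.04 for the motile axoneme. The alternatives that moved a percentile most put the motile axoneme list at 80.3, with a mean of at least 100, and the primary cilium list at 26.8, with random lists not matched on expression.

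**Figure D3:**
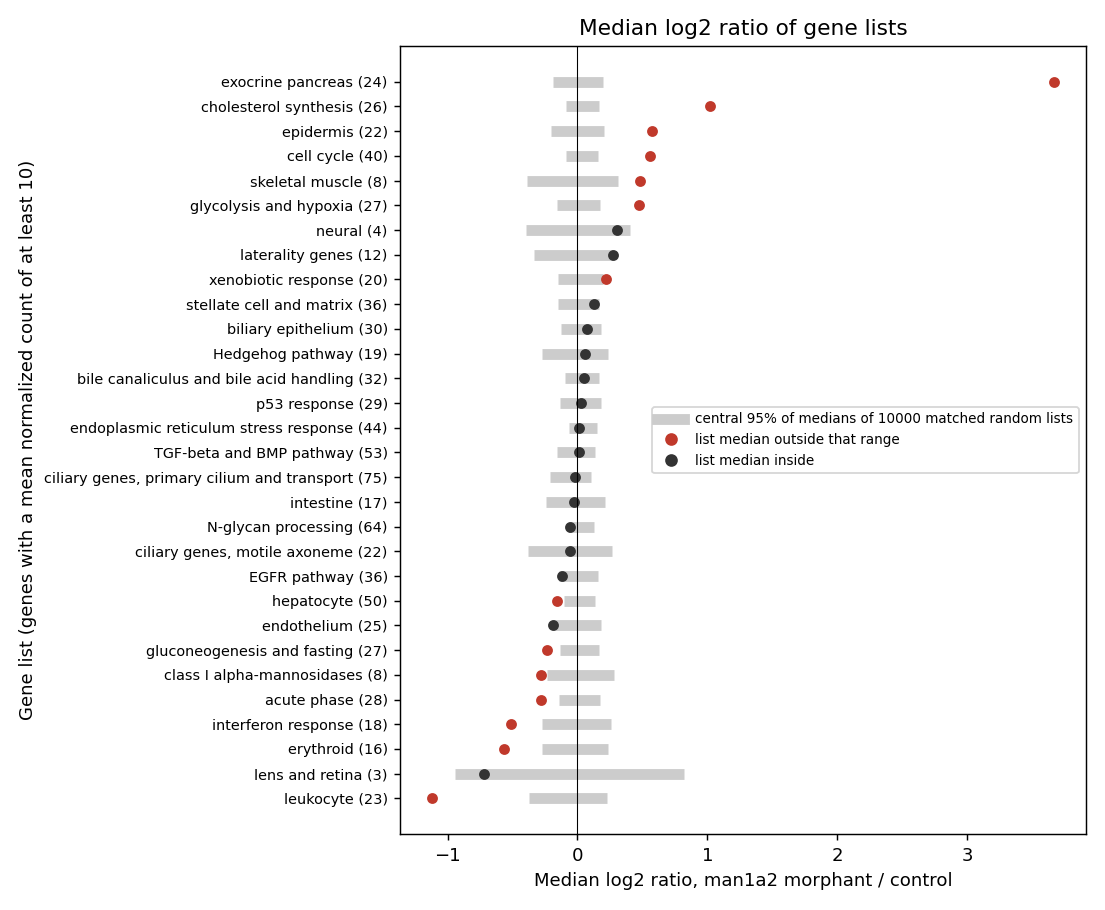
Median log2 ratio of the morphant over the control library (x axis) for 30 gene lists (y axis, with the number of genes with a mean normalized count of at least 10), with grey bars for the central 95% of the medians of 10000 matched random lists. Medians outside that range are red, from -1.12 for leukocyte genes to 3.67 for exocrine pancreas genes; under total counts every median is higher by about 0.10, which moves both ciliary lists, the intestine list and the N-glycan list above 0.

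Laterality genes, with 22 of their 28 symbols matched, had a median of 0.27 over 12 genes at percentile 97.4, just inside the range, with 7 higher and 5 lower. The N-glycan processing list (64 genes) was at percentile 4.56, with a median of -0.06 that was 0.04 under total counts. Other lists described cell types and processes, and 14 of the 31 lists lay outside the central 95%. The exocrine pancreas list, with 33 of its 42 symbols matched, had the highest median, 3.67 over 24 genes, 23 of them higher in morphants. Its reads rose from 1163 to 11970, or from 0.00592% to 0.0605% of all counts. The cholesterol synthesis list had a median of 1.02, with 23 of 26 genes higher, led by LSS (967 to 3695 reads), MVK (log2 ratio 1.84) and SQLE (1630 to 5604 reads). The cell cycle list had a median of 0.56, with 36 of 40 genes higher, including TOP2A (347 to 756 reads), MCM7 (262 to 555) and CCNB1 (242 to 501). Epidermis (0.57), glycolysis and hypoxia (0.48), skeletal muscle (0.48) and xenobiotic response (0.22) also had high medians. By the bound of the interval nearest 0, the 3 members that rose most were ENO1, EGLN3 and NDRG1 for glycolysis and hypoxia, cyt1, col17a1a and icn2 for epidermis, PYGM, ALDOA and myhz1.3 for skeletal muscle, abcb5, CYP1A1 and tiparp for xenobiotic response, and prss59.2, ctrb.1 and ctrb.3 for exocrine pancreas. Of these, ENO1 rose from 1009 to 3833 reads, and col17a1a, with 2 control and 83 morphant reads, was at least 25.7-fold higher.

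The lists with low medians were mostly of immune and mature liver genes. The leukocyte list had a median of -1.12, with 19 of 23 genes lower, and MMP9 fell from 46 to 8 reads. The summed reads of this list were nearly level, at 4270 and 4234, of which CEBPB made up 71.4%, and without CEBPB they went from 1427 to 1004. Medians were -0.56 for erythroid genes (25 of 35 symbols matched), -0.51 for the interferon response and -0.28 for the acute phase. In the acute phase list, c7b fell from 1220 to 96 reads and mmp13a from 68 to 6. The gene hp, with 54 control reads and 1 morphant read, was at least 19.4-fold lower. Hepatocyte genes had a median of -0.16, with 42 of 50 lower, and c3a.1 fell from 163324 to 84897 reads. Gluconeogenesis and fasting genes had a median of -0.23, and CPT1B fell from 882 to 266 reads. By the same ranking, the 3 members that fell most were lyz, mmp13a and MMP9 for leukocytes, EPOR, hbae1.1 and alas2 for erythroid genes, and ifi44a1, usp18 and parp9 for the interferon response. They were hp, hpxb and c3a.1 for hepatocyte genes, and CPT1B, cpt1ab and PLIN2 for gluconeogenesis and fasting. Of the members named, EPOR (13 to 1 reads), ifi44a1 (14 to 1) and parp9 (14 to 2) had mean normalized counts under 10 and did not enter the medians. Under total counts these 14 lists kept the sign of their medians and stayed outside the central 95%. That scaling moves a list and its random lists by nearly the same amount, so the percentiles could hardly change. The endothelium list lay at the edge of the central 95%, at percentile 2.74, and at 2.40 under total counts.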

Values the study reported

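The study reported that the liver lay in a reversed position in 40% of man1a2 morphants (n = 70). It also reported reversed looping of the heart in 37% of the morphants examined (n = 38).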

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

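Most alternatives were fixed before the data were examined. Those for single genes other than man1a2, the lists under total counts and the panel adjusted over itself or over its PCR-measured genes were added later. No paired analysis was possible because each group had 1 library.

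The number of genes past the read test stayed within 1.5 times of 3956 under the 3 other scalings, both read filters, no minimum fold and thinning, from 3371 to 4978. Total counts, which moved log2 ratios up by 0.10 (less for genes with few reads, through the pseudocount), changed the share of higher calls from 49.9% to 69.2%, and 3372 of the 3956 genes were shared. The number fell to 988 with a minimum fold of 2, and to 1002, 220 and 43 with an assumed coefficient of variation of 0.1, 0.2 and 0.4. The variation between pools of 1 group was not measured. The median coefficient of variation under the blind dispersion, which counts any true difference as noise, was 0.278, below the highest value assumed. Among genes with a mean normalized count of at least 100 it was 0.203, close to the assumed 0.2.

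Under the blind dispersion, 110 to 115 genes were past the threshold with every scaling, filter and minimum fold tried. With DESeq2's final dispersion the number was 0, beside 128 genes at an unadjusted p under 0.05, and the simulated data gave 0 calls with that dispersion too. The count of genes at least 2-fold different was 5063 without the filter and 229 with a mean of at least 100, against 1059. A higher minimum can only lower this count, and the log2 ratio spreads more widely among genes with few reads. How much of that spread is counting error was not tested. The other scalings gave 1066 to 1077, with 54.2% higher under total counts against 44.4% under the main scaling.

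The panel had 4 IDs past the read test under each other scaling. SMAD7 was not past it under TMM or upper-quartile factors, and EGFR was not under total counts. It had 2 with an assumed coefficient of variation of 0.1, and 0 with 0.2 or 0.4. Without hap1 and SMAD1, and adjusted over the remaining 11 IDs, a choice made after the data were seen, the number was 1. Depth limits the panel genes with few reads, such as GLI1, whose interval ran from -1.45 to 0.35.

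Under total counts the direction reversed for man1a2 (0.0057), EDEM2 (0.056) and arf6b (0.094). Each log2 ratio lay nearer 0 than the shift of 0.10 between the scalings. The percentile of 3 lists crossed the middle of the random lists. Without matching on expression, the TGF-beta and BMP list was at 46.2 and the primary cilium list at 26.8, and with a mean of at least 100 the motile axoneme list, then 3 genes, was at 80.3. The cause was not tested. All 7 pathway and structure lists stayed inside the central 95% under the alternatives run. Corrections for GC content and gene length, planned for the lists and the gene count, were not run.

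Besides man1a2, 70 genes were followed under 4 alternatives. Of these results, 32 lost their call, 28 of them with an assumed coefficient of variation of 0.2, and 0 gained one.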

Other observations

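The tests of depth, abundant genes, carried-over tissue and morpholino responses were chosen before the data were examined, and those of ribosomal RNA, endocrine pancreas, heart and additional immune genes after the results were seen. Each pattern comes from 1 library per group, so variation between pools remains an explanation for all of them. The controls were not injected, so effects of the injection itself cannot be separated from those of man1a2 knockdown either.

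Several technical explanations for the difference between the libraries were weighed. Depth was nearly equal, and thinning to the same total left 3938 genes past the read test. The share of the 20 most abundant genes differed by 2.82 percentage points, and total-count and median-of-ratios scaling differed by 7.06%, both under the 10 set in advance. Responses often attributed to morpholino injection were not seen as a rise of a list's median. The p53 response genes lay at percentile 47.2 of matched random lists, and interferon response genes at 0.04, lower rather than higher. Of the p53 response genes, 16 were higher and 13 lower. A response in part of that list is therefore not excluded. Intestinal genes lay at percentile 40.5.

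Some non-hepatic genes did differ, and tissue carried over in the dissection may contribute. Exocrine pancreas genes lay at percentile 100, but with under 80% of the symbols matched that percentile is no test. If more pancreas, islets included, had entered the morphant pool, endocrine genes would rise too. Their summed reads went from 17 to 35, a log2 ratio of 0.93 (interval 0.06 to 1.86), but without gcga, the most abundant, the ratio was 0.31 (interval -0.73 to 1.38). Both intervals lay below the exocrine list's summed log2 ratio of 3.26 (interval 3.17 to 3.34), so the summed endocrine reads did not rise in proportion. Without gcga the reads went from 15 to 20, so most of the rise came from gcga. A rise of gcga in proportion is therefore not excluded. With so few endocrine reads, pancreas in the pool and enzyme transcription elsewhere still cannot be told apart. Skeletal muscle genes lay at percentile 99.7, over 8 genes. Its summed reads had a log2 ratio of 0.24, with 96.0% of them from ENO3. Without ENO3 the ratio was 0.54, and without ENO3 and ALDOA it was 0.42 (interval 0.26 to 0.57). The erythroid list lay at percentile 0, with too few symbols matched for a test. Epidermis genes lay at percentile 100, with 19 of 22 higher, so skin carried over is not excluded. These lists hold few of the 3956 genes past the read test (21 exocrine pancreas IDs), so carry-over measured this way bears on those markers and leaves most of the difference unaddressed.

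MYL7, a heart gene chosen after its values were seen, was among the larger rises. The rest of the heart list had a summed log2 ratio of 0.033 (interval -0.22 to 0.29), of which HAND2 made up 93.6% of reads. Without HAND2 it was 0.89 (interval -0.21 to 2.08), from 11 and 22 reads, so heart tissue could not be tested at this depth.

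Ribosomal RNA was a larger difference. The gene ENSDARG00000089382, listed by RefSeq as ribosomal RNA, took 1.72% of control counts and 0.171% of morphant counts, and si:dkey-153m14.1, which has no RefSeq biotype here, went from 1.37% to 0.138%. A candidate explanation is that less RNA without a poly-A tail passed selection in the morphant library. Summed reads of the other genes named as ribosomal or small non-coding RNA were lower too, from 1023 to 152 (log2 ratio -2.86). That set includes 5S and 5.8S ribosomal RNA genes, without which the reads went from 1013 to 152. Without rn7sl1, which gave 81.3% of the reads of the whole set, its ratio was -2.32 (interval -2.86 to -1.82). This result leaves that explanation standing, though a true change of these RNAs is not excluded. The similar ratios of the si:dkeyp-3b12 genes raise the question of reads shared with ribosomal RNA, which was not tested. Leaving both abundant genes out of the totals reduced the shift between total-count and median-of-ratios scaling from 0.098 to 0.058, so they account for part of it.

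The fall of leukocyte and acute phase genes may reflect fewer leukocytes in the morphant pool, a weaker inflammatory state, or both. Among leukocyte genes outside the lists, 11 of 15 were lower, with a median log2 ratio of -0.58 at percentile 0.1. Inflammation-induced genes outside the lists had a median of -0.47, with 15 of 18 lower, at percentile 0.01. A first choice of genes for both tests, which also had low medians, was replaced because many of its members were in the lists already. Summed reads of the leukocyte list, at 4270 and 4234, were nearly level, with 71.4% from CEBPB, and without CEBPB their log2 ratio was -0.61 (interval -0.73 to -0.50). These tests exclude neither explanation, and they do not separate leukocytes of the liver from blood carried over. Whether either follows from man1a2 knockdown cannot be told from 1 pool of each kind, with controls that were not injected.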
